A study of Mus musculus with 18 samples. Its data were reported in "The mammalian LINC complex regulates genome transcriptional responses to substrate rigidity" (2016).

How the data were processed

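The deposited table holds 1 signal value for each of 2035 entries in each of 18 libraries, normalized by the authors before deposition. Of these entries 1193 had a value above 1 in at least 1 library, and the rest were kept in the table at 1. As stated by the authors, reads were checked with FastQC, trimmed of the 3' adapter, dropped when under 15 nt, aligned with AvadisNGS and counted when their 5' end matched that of a mature miRNA. Within each library all values above the floor of 1 were whole multiples of 1 factor (100% in every library, tolerance 0.001), so the values divided by this factor were taken as recovered reads. The value of 1 read ranged from 0.666 to 1.55, and in 8 libraries it was under 1, so that a value of 1 there stands for either 0 or 1 read. Of all values 63.2% were at 1. Entries with the same mature name (77 names, 212 entries) were genomic copies and were reduced to 1 each, leaving 1900 names. All columns of per-sample values were used. Although the labels name mm9, 1260 of 1261 matched entries lay inside their gene in GRCm38, and positions are given in that build.

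The tests used log2(value + 1) of the 481 miRNAs with a value of at least 10 in at least 3 libraries. Each contrast was fitted with limma (R 4.3.3, limma version 3.58.1) with an intensity trend on all 18 libraries in 6 groups, and p-values were adjusted with the Benjamini-Hochberg method over the 481 miRNAs, with calls at an adjusted p under 0.05. Log2 fold changes on this scale shrink toward 0 near the floor. edgeR (version 4.0.16) with TMM factors and DESeq2 (version 1.42.0) were run on the recovered reads. Where the control had 0 reads, the fold change is given as a lower bound at a floor of 3 reads per library; where it had 1 to 3 reads, the ratio is given with an exact 95% interval that covers counting error only. Values at the floor of 1 were counted as 0 reads throughout, also where 1 read is worth under 1. Control reads can therefore be undercounted and ratios overstated. Means are of deposited values with the SD over 3 libraries. miR-465a-3p, miR-465b-3p and miR-465c-3p had identical values, so the calls are of 11 distinct profiles on 1 kPa and 13 on 308 kPa for SUN1L against KDEL; reads of near-identical miRNAs, such as those of let-7 or of miR-199a-3p and miR-199b-3p, can be shared between entries.

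In all, 22 lists of miRNAs were fixed before the data were examined, as were the contrasts, filter, thresholds and the first set of alternatives. Lists with at least 3 measured members were tested with limma camera at a preset correlation of 0.01 and also with a correlation estimated from the residuals, adjusted by Benjamini-Hochberg over the lists of a contrast, and members were also adjusted over the list alone. The 2 lines were compared on each substrate, the 2 substrates in each line, and the difference of the SUN1L effect between substrates was tested as an interaction. Named miRNAs follow a rule fixed before the data were examined: per contrast up to 10 called miRNAs with the largest log2 fold change in each direction among those whose groups do not overlap, then the 5 called ones of highest mean, without the condition on overlap for the interaction. Where fewer than 5 were called, the 5 of lowest p are given as values. The description of the data names the 10 of highest mean, and lists name 2 to 4 members of lowest p. miR-762 was included because the study names it, and miR-155 and miR-712 because titles in its reference list do. miRNAs named in fits without blebbistatin library 3 were chosen after the data had been seen.

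Correlations between contrasts were set against 1000 simulations of unchanged groups that keep the shared control libraries. The axis toward blebbistatin library 3 is the log2 difference of that library from blebbistatin libraries 1 and 2, onto which every library was projected; it was added after the data had been seen. In a test with planted changes in 200 of 481 miRNAs, limma recovered 22.4% of 2-fold, 82.1% of 4-fold and 98.5% of 8-fold changes, with 2 false calls among 137. So 2-fold changes were mostly missed. The counts were drawn independently for each miRNA, without the departure that many miRNAs share in blebbistatin library 3. These rates can therefore overstate recovery in the fits of all libraries. There miR-17-5p, at a log2 fold change of 4.34 between substrates in SUN1L cells, was not called. With the spread taken without blebbistatin library 3, 7% of 100 unchanged lists had an unadjusted camera p under 0.05.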

Results

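Small RNA sequencing was performed on 18 samples of mouse NIH 3T3 fibroblasts, 3 in each of 6 groups. The SUN1L line carries a doxycycline-inducible luminal fragment of SUN1 that disrupts the LINC complex, the bridge of SUN and nesprin proteins between the cytoskeleton and the nuclear lamina, and the KDEL line carries a GFP targeted to the endoplasmic reticulum as control. Both lines were kept for 48 h in 1 µg/ml doxycycline on polyacrylamide gels of 1 kPa (soft) or 308 kPa (stiff), and KDEL cells on the stiff gel were also treated with 10 µM blebbistatin, an inhibitor of myosin II, or with 25 µM Y27632. Reads recovered for mature miRNAs, in units of 1e6, ranged over 4.17 to 6.38 in KDEL cells on 1 kPa, 3.94 to 5.83 in KDEL cells on 308 kPa, 2.77 to 8.49 in SUN1L cells on 1 kPa, 4.0 to 6.73 in SUN1L cells on 308 kPa, 1.36 to 7.51 with blebbistatin and 6.61 to 8.46 with Y27632. The study calls its replicates biological for each condition, and the labels add nothing to this, so p-values measure the spread between these libraries.

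The most abundant miRNA was miR-21a-5p, a miRNA known for its part in fibrosis and in many tumors, with a mean normalized value of 1292000 over the 18 libraries and a mean share of 24.2% of the reads. It was followed by miR-143-3p (239900), which is typical of smooth muscle and fibroblasts, let-7i-5p (226100), miR-24-3p (175000), miR-99b-5p (167000), miR-199a-5p (163700), miR-125b-5p (163100), miR-199a-3p (156400), miR-199b-3p (149400) and let-7f-5p (146600). The library of blebbistatin replicate 3 stood apart from all others. It had the fewest reads (1.36 in the same unit), a median value of 15.5 over the 481 tested miRNAs, and a mean Spearman correlation of 0.779 with the other libraries of its group. In that library miR-17-5p was at 21.9 against a mean of 29570 in blebbistatin libraries 1 and 2, and miR-125b-5p was at 4432 against 243500. The first principal component, on which it lay farthest out, held 79.2% of the variance, so each comparison is also given without it. Leaving out every library in turn was fixed before the data were examined, but giving miRNAs and lists by name without this library was chosen after the data had been seen.

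On the soft substrate, a group of miRNAs from 1 region of the X chromosome, known for expression in the testis, was higher in the SUN1L line than in the KDEL line. All 12 tested members of the X-linked germline list were called higher in SUN1L cells against KDEL cells with all libraries kept. Each passed the filter of a value of at least 10 in at least 3 libraries only through SUN1L libraries. The filter thus favors members that are high in SUN1L cells, and the count of 12 is partly fixed by it. The normalized value of miR-881-3p was 115 ± 30.4 in SUN1L cells and 2.08 ± 1.82 in KDEL cells (SD, n = 3 each), miR-871-3p was at 91.2 ± 41.9 against 2.75 ± 1.34, miR-465b-5p at 47.6 ± 13.5 against 2.66 ± 2.32, and miR-470-5p at 20.6 ± 3.74 against 1.56 ± 0.564. For miR-878-5p all 3 KDEL libraries were at the floor value of 1, which stands for 0 or 1 read in libraries 1 and 3. Its mean of 11.9 ± 4.97 in SUN1L cells was at least 4.46-fold higher than a floor of 3 reads per library. The log2 fold change was 5.34 ± 0.55 (SE) for miR-881-3p and 4.55 ± 0.35 for miR-871-3p (limma, Benjamini-Hochberg adjusted p = 1.85e-05 and adjusted p = 5.92e-07). The 12 members lie on the minus strand between positions 66777266 and 66839084 of chromosome X (GRCm38), a stretch of 61.8 kb in which none of them overlaps a RefSeq gene. The only other miRNA called was miR-216a-3p, from a cluster on chromosome 11 best known from the pancreas (28757058 to 28757079), which rose from 3.61 ± 1.83 to 22.2 ± 6.46. Its call was lost in 6 of 36 settings, which were no filter, KDEL library 1 or 3 or SUN1L library 2 or 3 on 1 kPa left out, and a score of likeness to blebbistatin library 3 as covariate (log2 fold changes of 1.22 to 3.46 over all settings). With this score 8 of the 13 calls on the soft substrate were kept, and among the X-linked miRNAs those of miR-465b-5p, miR-878-5p and miR-741-3p were lost at log2 fold changes of 2.82, 1.88 and 3. The other X-linked call lost was that of miR-743b-3p or miR-880-3p. The score itself differs between the lines on this substrate without overlap, so it can also remove a real effect.

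In total 13 miRNAs rose and 0 fell on the soft substrate at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment over 481 miRNAs), all of them also by 2-fold or more, while 49 passed at an unadjusted p under 0.05, of which 26 were lower. edgeR on the recovered reads called 15 and DESeq2 called 37, of which 13 were lower. The X-linked list had 12 of 12 members called over all miRNAs and 12 of 12 adjusted over the list alone, with a median log2 fold change of 2.43, or 2.22 with the members lacking control reads at their bound. Its set test gave an adjusted p = 2.18e-48 (limma camera, Benjamini-Hochberg over lists), and an adjusted p = 1.08e-08 with an estimated correlation. This test is not independent of the filter, which these members passed only through SUN1L libraries. None of the other lists passed on this substrate.

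The absence of lower miRNAs on the soft substrate depended on scaling, weighting and blebbistatin library 3. With all libraries kept, median-of-ratios scaling gave 14 higher and 4 lower miRNAs, and quantile scaling 15 and 11. Array weights gave 31 and 145, and only the groups compared 16 and 74. The run of library numbers as a covariate gave 33 and 198, against 30 and 159 without it in the same 12 libraries. Without blebbistatin library 3 179 miRNAs fell and 32 rose in SUN1L cells on 1 kPa (limma, Benjamini-Hochberg). Among those that fell were miR-17-5p, of the proliferation-associated miR-17 cluster, at 1102 ± 739 in SUN1L cells against 6029 ± 1570 in KDEL cells (adjusted p = 0.000242), miR-15b-5p, of a family that restrains the cell cycle, at 241 ± 132 against 1255 ± 359, miR-221-3p, a repressor of the cell cycle inhibitor p27, at 3918 ± 2540 against 13570 ± 3269, and miR-125b-5p at 32870 ± 16020 against 75410 ± 6449. miR-99b-5p rose from 138000 ± 23440 to 216100 ± 62240 and miR-184-3p from 10.4 ± 2.22 to 55.2 ± 5.69, the call of the former ending under quantile scaling (adjusted p = 0.153). Of the miR-17 and paralog clusters 13 of 17 members fell, and 9 of 17 fell under median-of-ratios and under quantile scaling; of the miR-15/16 family 12 of 15 fell, and 11 of 15, with 1 higher, under either scaling. Of let-7 13 of 22 members fell, against 6 under median-of-ratios and 4 under quantile scaling, and its set test did not pass (adjusted p = 0.209). The set tests of these 2 lists, at adjusted p = 0.0049 and adjusted p = 0.0146, did not pass with an estimated correlation (adjusted p = 0.859 for both). In the epithelial list miR-200a-5p rose from 8.78 ± 1.09 to 37.7 ± 10.2. But 3 of the 6 members were higher and 3 lower, 1 of them called lower adjusted over the list alone. The set test of this list did not pass (camera adjusted p = 0.131). Under the deposited scaling the median of all miRNAs lay at -0.68 (log2); median-of-ratios scaling, which brought it to -0.01, gave 100 lower and 85 higher miRNAs, and quantile scaling 101 and 78. The 3 SUN1L libraries on 1 kPa also lay nearest to blebbistatin library 3 in their miRNA profile, with scores of 0.573 ± 0.164 on an axis set to 0 at blebbistatin library 1 and 1 at library 3, against 0.233 ± 0.0493 in KDEL cells on 1 kPa.

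On the stiff substrate the same X-linked miRNAs were again higher in SUN1L cells, with all 12 tested members up. miR-881-3p was at 132 ± 20.3 against 5.17 ± 2.35 in KDEL cells (log2 fold change 4.48 ± 0.55, adjusted p = 3.47e-05 by limma with Benjamini-Hochberg adjustment). miR-871-3p was at 27.9 ± 0.637 with 1 read counted in the KDEL libraries, a ratio of reads per library depth of 74.8 with a 95% counting interval of 13.0 to 2993. KDEL library 3 was at the floor, where 1 read is worth 0.916. So 1 more read may be hidden there, which would lower this ratio and interval. Beyond the X chromosome, miR-216a-3p rose again, and miR-217-5p of the same chromosome 11 cluster (28763761 to 28763783) rose from 56.7 ± 7.82 to 259 ± 31.2 (adjusted p = 0.02), as did miR-344d-3p on chromosome 7, from 10.5 ± 3.76 to 69.1 ± 21.8 (adjusted p = 0.02). Both calls ended under quantile scaling and with a stricter filter, that of miR-217-5p also with any 1 of the 6 libraries compared left out and that of miR-344d-3p with 4 of these left out in turn, over log2 fold changes of 1.91 to 2.26 and 2.24 to 2.91. Without blebbistatin library 3 the cluster's miR-216b-5p and miR-216a-5p were also called, at 342 ± 27.5 against 81.6 ± 10.4 and at 49.7 ± 0.605 against 12.6 ± 1.06, and 18 miRNAs rose and 0 fell, against 19 and 3 under median-of-ratios and 18 and 3 under quantile scaling. The miR-15/16 family then passed as lower than other miRNAs, with 0 of 15 members called (median log2 fold change -0.46, camera adjusted p = 0.000556, and adjusted p = 0.832 with an estimated correlation).

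In all 15 miRNAs rose and 0 fell on the stiff substrate (limma, Benjamini-Hochberg), each by 2-fold or more, with 29 at an unadjusted p under 0.05, 16 called by edgeR and 19 by DESeq2. With the run of library numbers as a covariate in the 12 untreated libraries 23 rose and 3 fell, against 18 and 0 without it, and the epithelial list passed as higher (adjusted p = 0.0348, and adjusted p = 0.589 with an estimated correlation). Median-of-ratios scaling with the covariate gave 23 and 9, and quantile scaling 18 and 3. Adjusted over the list alone, 12 of 12 members of the X-linked list were called, with a median log2 fold change of 3.66, which stayed at 3.66 with the member lacking control reads at its bound. The set test gave an adjusted p = 1.43e-74, and an adjusted p = 3.76e-10 with an estimated correlation. It is likewise not independent of the filter, which these members passed only through SUN1L libraries. Reads of the 12 miRNAs made up 63.4 to 129 per 1e6 in the 6 SUN1L libraries and 1.42 to 4.32 per 1e6 in the 12 KDEL libraries, those with inhibitors included. Values at the floor count as 0 reads here.

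**Figure D1:**
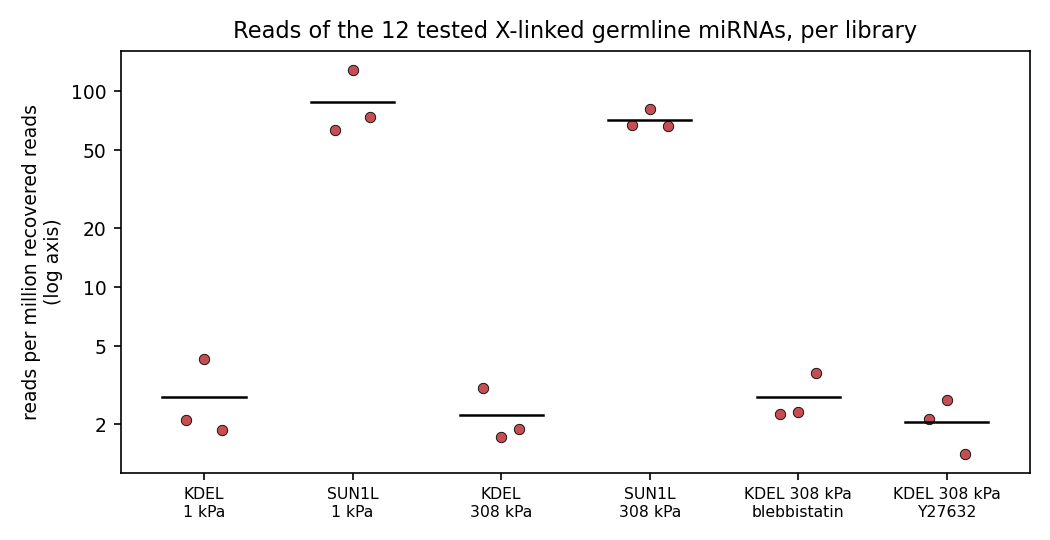
Reads of the 12 tested X-linked germline miRNAs per 1e6 recovered reads (vertical log axis) in each of the 18 libraries, grouped by cell line, substrate rigidity and inhibitor; points are libraries and lines are group means. All 6 SUN1L libraries lie between 63.4 and 129 per 1e6, above all 12 KDEL libraries at 1.42 to 4.32.

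All 13 miRNAs called on the soft substrate were also called on the stiff one, where 0.405 would be shared by independent lists of these sizes among 481. But 12 of them are X-linked members that passed the filter only through SUN1L libraries, and 3 of these have identical values. Independence does not hold for them, so 0.405 is no measure of chance here. The log2 fold changes of the 2 substrates, which share no library, correlated across miRNAs at r = 0.74, within the range of -0.81 to 0.82 that simulated unchanged groups gave, while their covariance of 0.60 lay above the simulated range of -0.41 to 0.43, and miRNAs are not independent replicates. These ranges include draws of blebbistatin library 3, which is in neither contrast, and ignore the runs of library numbers. They therefore cannot decide whether the values are beyond chance. At 2-fold or more the ratio of the number of called miRNAs on the soft substrate to that on the stiff substrate was 0.867. It was 10.4 without blebbistatin library 3. The difference of the SUN1L effect between the substrates was tested as an interaction, which called miR-880-3p (interaction 2.22 ± 0.34 on the log2 scale, limma with Benjamini-Hochberg adjusted p = 0.00542). In SUN1L cells this miRNA was at 20.1 ± 3.35 on 308 kPa and 3.11 ± 0.446 on 1 kPa, and its KDEL values lay near the floor. It was 1 of 13 miRNAs at an unadjusted p under 0.05. edgeR and DESeq2 called 0 and gave the opposite sign for it, and median-of-ratios and quantile scaling also gave 0 calls. The X-linked list passed the set test of the interaction (adjusted p = 0.00373, and adjusted p = 0.0347 with an estimated correlation), but its median of 0.64 lay below that of all miRNAs by 0.13, and with only the most abundant arm of each miRNA it did not pass (adjusted p = 0.728). Its direction turned and the pass was lost without blebbistatin library 3 (adjusted p = 0.963). With the run of library numbers as a covariate in the 12 untreated libraries the interaction called 68 miRNAs, against 0 without it, and 0 again under either of the other scalings.

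For control cells the response to rigidity was tested between 308 and 1 kPa. No miRNA was called in KDEL cells (limma, Benjamini-Hochberg), 13 had an unadjusted p under 0.05, and edgeR and DESeq2 both called 0. Yet limma called 120 with only the groups compared (118 higher) and 226 with array weights (216 higher). The lowest p-values were those of miR-7063-5p, at 5.62 ± 1.21 on 308 kPa and 2.04 ± 0.327 on 1 kPa, miR-3110-5p (19.9 ± 7.30 and 4.98 ± 3.10), miR-21b (42.2 ± 2.66 and 94.2 ± 13.1), miR-3069-5p (4.49 ± 0.228 and 1.2 ± 0.295) and miR-702-5p (9.96 ± 3.36 and 4.28 ± 0.964), each with n = 3 and an adjusted p = 0.769. No list passed its set test with all libraries kept. In the 12 untreated libraries with the run covariate the miR-17 and paralog clusters passed as higher (camera adjusted p = 0.000746, and adjusted p = 0.906 with an estimated correlation). The X-linked list, whose members lay near the floor in all KDEL libraries, passed as lower than other miRNAs there (camera adjusted p = 0.00621, and adjusted p = 0.199). Both also passed without the covariate (adjusted p = 0.000826 and adjusted p = 0.00782). With the run of library numbers as a covariate in the 12 untreated libraries 95 miRNAs were higher and 3 lower on the stiff substrate, against 1 and 0 without it; with the covariate, median-of-ratios scaling gave 18 higher and 17 lower, and quantile scaling 6 and 16.

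Without blebbistatin library 3 the stiff substrate raised 33 miRNAs and lowered 1 in KDEL cells (limma, Benjamini-Hochberg). miR-17-5p rose from 6029 ± 1570 to 22150 ± 923 (adjusted p = 0.039), miR-19b-3p of the same cluster from 784 ± 280 to 2552 ± 869, miR-210-3p, which is induced by hypoxia, from 661 ± 192 to 2120 ± 946, and let-7d-5p from 11220 ± 4493 to 26780 ± 6769. Of the 17 members of the miR-17 and paralog clusters 3 rose over all miRNAs and 15 adjusted over the list alone; its set test gave an adjusted p = 0.00101, which was an adjusted p = 0.823 with an estimated correlation. The X-linked list passed as lower than other miRNAs with 0 of 12 members called (camera adjusted p = 0.00585, and adjusted p = 0.0715 with an estimated correlation). Its own median log2 fold change was 0.07, with members near the floor on both substrates. The median of all miRNAs was 0.54 under the deposited scaling. Scaled by median of ratios, 5 rose and 8 fell, and 4 rose and 7 fell under quantile scaling, miR-17-5p rising under both (log2 fold changes of 1.36 and 1.26), while the calls of miR-19b-3p, miR-210-3p and let-7d-5p ended under both (adjusted p of 0.0915 to 0.1 and adjusted p = 0.146). On the axis toward blebbistatin library 3 the KDEL libraries scored 0.233 ± 0.0493 on 1 kPa and 0.0567 ± 0.0416 on 308 kPa.

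In SUN1L cells 4 members of the let-7 family, which is tied to differentiation and restrains growth regulators such as RAS, were called higher on the stiff substrate under the deposited scaling. let-7b-5p rose from 5590 ± 2975 on 1 kPa to 30710 ± 5499 on 308 kPa (log2 fold change 2.58 ± 0.57, limma with Benjamini-Hochberg adjusted p = 0.024), let-7c-5p from 18220 ± 7004 to 74520 ± 16390, let-7a-5p from 17110 ± 3546 to 64280 ± 24130 and let-7d-5p from 3925 ± 1118 to 26280 ± 8636. Of the miR-17 and paralog clusters miR-25-5p rose, from 176 ± 60.3 to 792 ± 96.8, as did miR-23b-5p of the miR-23b, miR-27b and miR-24 cluster, from 10.0 ± 3.81 to 52.2 ± 19.8. Further miRNAs that rose were miR-1934-3p (1.69 ± 0.599 to 16.5 ± 5.04), miR-505-5p (4.71 ± 2.20 to 34.8 ± 9.66), miR-1198-3p (2.99 ± 1.74 to 29.6 ± 6.12) and miR-880-3p, while miR-871-3p fell from 91.2 ± 41.9 to 27.9 ± 0.637. In total 19 rose and 1 fell, all by 2-fold or more, with 201 at an unadjusted p under 0.05, 10 called by edgeR and 110 by DESeq2. The call of let-7a-5p ended under median-of-ratios and quantile scaling, edgeR and DESeq2 (log2 fold changes of 0.48 to 0.63), as did those of miR-23b-5p and miR-880-3p and, except with DESeq2, miR-25-5p, and that of let-7c-5p ended under all of these but quantile scaling (0.75 to 0.83). let-7b-5p and let-7d-5p kept their calls under these 4, at log2 fold changes of 1 to 1.32 and 1.22 to 1.49. But that of let-7d-5p was lost in 19 of 37 settings, among them any 1 of the 15 libraries without blebbistatin left out, either change of filter and no trend. That of let-7b-5p was lost in 7 of 37, among them SUN1L library 2 or 3 on 1 kPa or any SUN1L library on 308 kPa left out and the stricter filter. The call of miR-1198-3p was lost in 19 of 36 settings (edgeR, no filter, no trend and any 1 of the same 15 libraries left out among them), that of miR-505-5p in 8 of 37 (either change of filter and 5 SUN1L libraries in turn among them), and that of miR-1934-3p under median-of-ratios scaling, edgeR and the score toward blebbistatin library 3 as covariate. For miR-871-3p it was lost with any of 5 SUN1L libraries left out and with that score, over log2 fold changes of -3.17 to -0.07.

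All 22 measured let-7 members were higher on the stiff substrate in SUN1L cells, 4 of them called and 6 adjusted over the list alone, but the list did not stand apart from the other miRNAs (camera adjusted p = 0.847), of which the median rose by 1.34 under the deposited scaling. Of the miR-17 and paralog clusters 1 of 17 members was called and 3 adjusted over the list alone. With all libraries kept, median-of-ratios scaling gave 9 higher and 3 lower miRNAs, and quantile scaling 19 and 14. Leaving out blebbistatin library 3 gave 322 higher and 14 lower miRNAs in this comparison, but 137 and 107 under median-of-ratios and 133 and 122 under quantile scaling, so that the one-sided rise depended on scaling. The run of library numbers as a covariate gave 328 and 13, against 310 and 12 without it in the same 12 libraries. Leaving out SUN1L library 2 on 1 kPa gave 6 calls in all. With blebbistatin library 3 left out miR-17-5p rose from 1102 ± 739 to 17270 ± 2032, miR-125b-5p from 32870 ± 16020 to 192900 ± 27700 and miR-221-3p from 3918 ± 2540 to 39950 ± 5543, and all 17 members of the miR-17 and paralog clusters rose, of which 13 under median-of-ratios and 12 under quantile scaling. The set test of these clusters then passed (adjusted p = 0.00396) but not with an estimated correlation (adjusted p = 0.852). Of let-7 17 of 22 members then rose, yet 5 rose and 3 fell under median-of-ratios scaling, and 4 rose and 3 fell under quantile scaling. On the axis toward blebbistatin library 3 the SUN1L libraries scored 0.573 ± 0.164 on 1 kPa and 0.19 ± 0.03 on 308 kPa. The response of the 2 lines to rigidity correlated across miRNAs at r = 0.80, within the simulated range of -0.81 to 0.82, with a covariance of 0.51 above the simulated range of -0.40 to 0.42. These ranges also include draws of blebbistatin library 3 and ignore the runs, so they cannot decide whether the values are beyond chance.

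**Figure D2:**
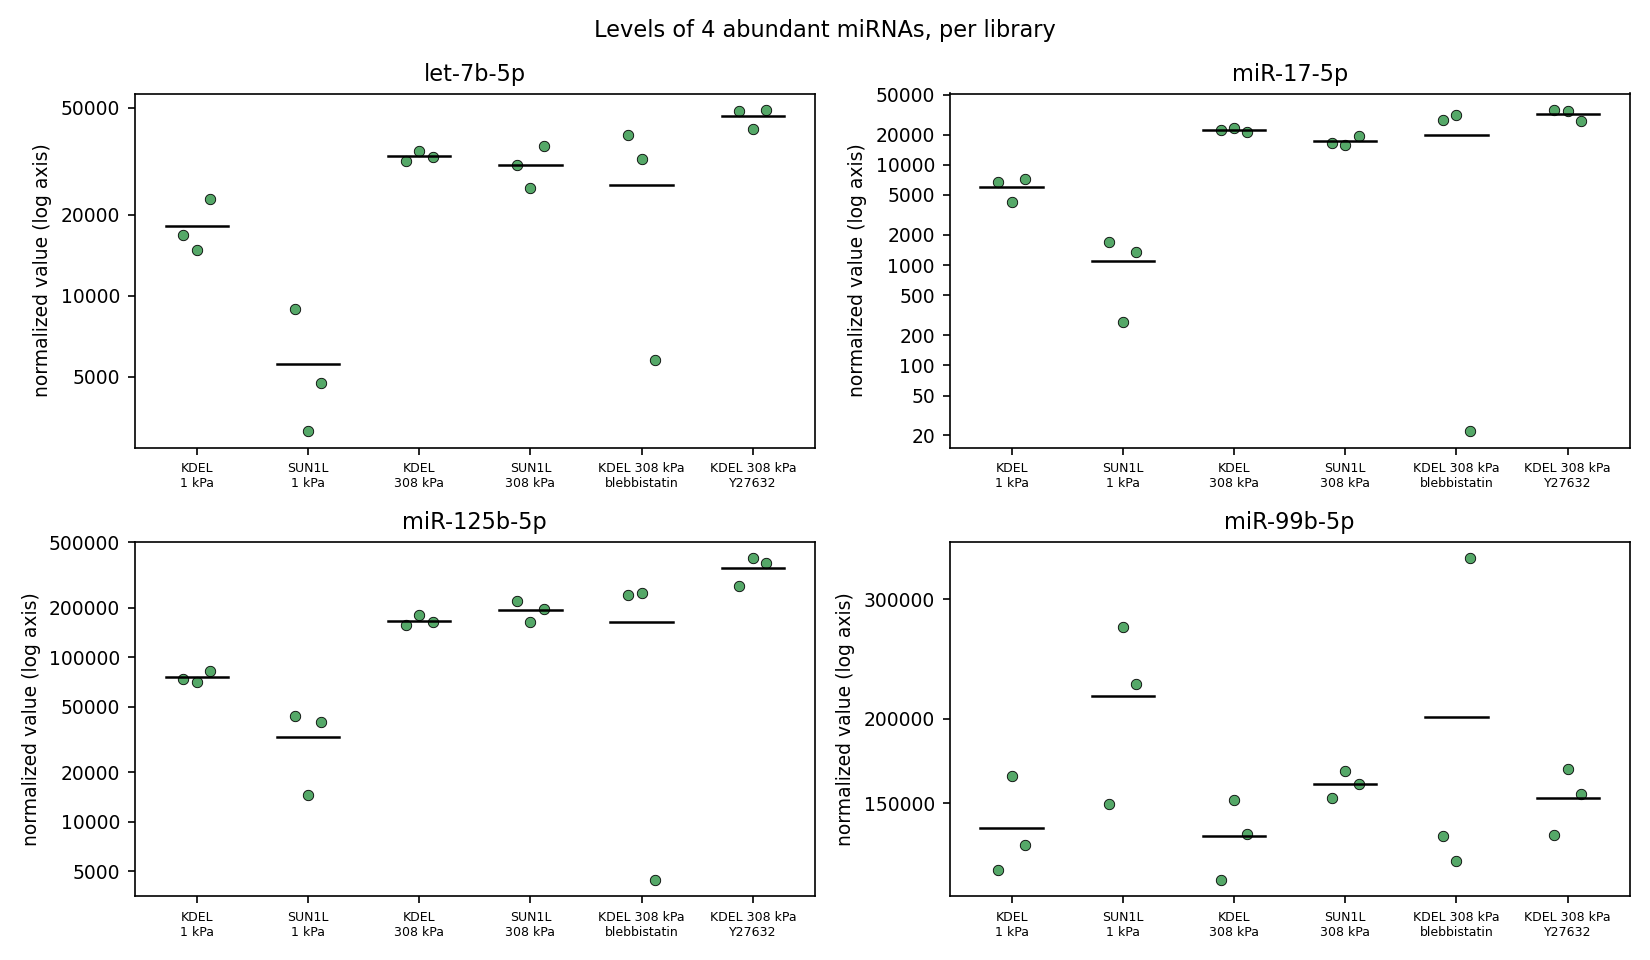
Normalized values (vertical log axis) of let-7b-5p, miR-17-5p, miR-125b-5p and miR-99b-5p in each of the 18 libraries, grouped by cell line, substrate rigidity and inhibitor; points are libraries, lines are group means, and the 4 miRNAs were chosen after their values were seen. miR-17-5p stands at 1102 on average in SUN1L cells on 1 kPa, 6029 in KDEL cells on 1 kPa and 21.9 in blebbistatin library 3.

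Blebbistatin and Y27632 were tested in KDEL cells on the stiff substrate. Blebbistatin gave 0 called miRNAs (limma, Benjamini-Hochberg), with 43 at an unadjusted p under 0.05 (40 of them lower), 0 by edgeR and 30 by DESeq2, all 30 higher. The lowest p-values belonged to miR-455-5p, which lies within the collagen gene Col27a1 (1213 ± 324 with blebbistatin and 3832 ± 1672 without), miR-21a-5p (640800 ± 234100 and 1325000 ± 390100), miR-541-5p (8.63 ± 1.15 and 19.9 ± 5.61), miR-146a-5p, an inhibitor of inflammatory signaling (23.2 ± 34.3 and 64.4 ± 8.40), and miR-205-5p (10.5 ± 7.48 and 51.6 ± 25.5), each with n = 3 and an adjusted p = 0.348. Array weights gave 23 calls with blebbistatin, 12 of them lower. Y27632 gave 0 called miRNAs by limma with all libraries, edgeR and DESeq2, with 9 at an unadjusted p under 0.05. Yet limma called 201 with array weights (197 higher), 43 with 2 outlying libraries left out and 9 with only the groups compared, the latter 2 all higher. Its lowest p-values were those of miR-760-3p (38.8 ± 8.63 with Y27632 and 16.2 ± 4.66 without), miR-6966-3p (10.5 ± 1.29 and 3.95 ± 3.91), miR-501-3p (2497 ± 338 and 1386 ± 241), miR-3069-5p (13.1 ± 5.58 and 4.49 ± 0.228) and miR-139-5p (23.0 ± 8.71 and 7.05 ± 4.77), with an adjusted p = 0.943 each.

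Between the inhibitors, whose doses differ, 0 miRNAs were called by limma and by edgeR and 48 by DESeq2, with 163 at an unadjusted p under 0.05. With array weights limma called 79, of which 78 were lower with blebbistatin. miR-146a-5p was at 23.2 ± 34.3 with blebbistatin and 173 ± 97.1 with Y27632, miR-140-3p, within Wwp2, at 22330 ± 13360 and 90080 ± 37530, miR-501-3p at 1087 ± 386 and 2497 ± 338, miR-99a-5p at 8848 ± 5759 and 27820 ± 3939, and miR-27b-5p at 395 ± 284 and 1226 ± 368 (limma, Benjamini-Hochberg adjusted p = 0.128 each). The log2 difference was -4.03 ± 0.90 for miR-146a-5p and -2.15 ± 0.50 for miR-140-3p, so large differences were within what these libraries leave open. Without blebbistatin library 3 all 3 inhibitor comparisons again gave 0 calls, whereas leaving out blebbistatin library 1 gave 295 between the inhibitors.

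Several lists passed the set test with inhibitors, although none of their members was called. Of all 481 miRNAs 11.4% were higher with blebbistatin and 87.7% with Y27632. Counts of lower or higher members are to be read against these shares. With blebbistatin the fibrosis and matrix list (32 of 32 measured members lower, camera adjusted p = 0.0118) and the mechano-responsive list (52 of 53 lower, adjusted p = 0.0475) were lower than other miRNAs, with miR-21a-5p, miR-143-3p (129900 ± 10580 against 203100 ± 20340) and miR-30a-5p (90900 ± 42290 against 146800 ± 18740) among the lowest p-values. Neither passed with an estimated correlation (adjusted p = 0.896 for both), with array weights (adjusted p = 0.513 and adjusted p = 0.919), nor without blebbistatin library 3, where the medians were -0.18 and 0.04 (adjusted p = 0.148 and adjusted p = 0.973). With Y27632 the neural list, which holds miR-7 and miR-9 (miR-7a-5p at 32340 ± 11090 against 45810 ± 7959), passed at an adjusted p = 0.000729 as lower than other miRNAs (adjusted p = 0.296 with an estimated correlation), as did the Dlk1-Dio3 imprinted cluster, with 5 measured members (adjusted p = 0.00469, and adjusted p = 0.296 with an estimated correlation) and the miR-130 and miR-301 family (adjusted p = 0.0264, adjusted p = 0.978 with an estimated correlation, and adjusted p = 0.0768 without blebbistatin library 3), while the miR-23/27/24 clusters were higher (11 of 11 members, adjusted p = 0.0157, and adjusted p = 0.978). Between the inhibitors the fibrosis, mechano-responsive and miR-23/27/24 lists were lower with blebbistatin (adjusted p = 0.0323 for all 3, and adjusted p = 0.917 with an estimated correlation); 6 of 11 members of the miR-23/27/24 list passed adjusted over the list alone, and 3 without blebbistatin library 3, where the mechano-responsive list did not pass (adjusted p = 0.367). The X-linked list also passed in all 3 inhibitor comparisons (adjusted p = 0.00788, adjusted p = 0.0051 and adjusted p = 5.21e-08), with medians of -0.05, 0 and 0 that stand against those of all miRNAs at -0.92, 0.43 and -1.35, since its members lay near the floor in all KDEL libraries. With an estimated correlation these were an adjusted p = 0.0507, an adjusted p = 0.0724 and an adjusted p = 0.000616. The pass with blebbistatin was lost and turned direction without blebbistatin library 3 (adjusted p = 0.973), and that between the inhibitors did not hold with an estimated correlation (adjusted p = 0.0585).

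LINC disruption and treatment with either inhibitor on the stiff substrate shared 0 called miRNAs in the limma fit of all 18 libraries, in which neither inhibitor gave a call, and with edgeR and DESeq2. With array weights SUN1L shared 2 calls with blebbistatin and 14 with Y27632, all higher, where independent lists of these sizes would share 0.961 and 17.2. With 2 outlying libraries left out it shared 1 with each (0.0478 and 2.06). Across miRNAs the log2 fold changes of SUN1L and blebbistatin correlated at r = 0.47, where simulated unchanged groups with 1 drawn control group in common gave a median of 0.56 (-0.59 to 0.95), and their covariance was 0.28 against a simulated 0.18 (-0.20 to 0.92). Without blebbistatin library 3 the correlation was 0.08 and the covariance 0.03. For SUN1L and Y27632 both the correlation and the covariance were 0, where unchanged groups gave a median correlation of 0.55 (-0.60 to 0.94) and a covariance of 0.18 (-0.19 to 0.86). The 2 inhibitors correlated at -0.02 with a covariance of -0.01, against a simulated 0.58 (-0.59 to 0.94) and 0.18 (-0.20 to 0.97). With every library kept all of these values lay within the simulated ranges. The simulated controls were drawn from all 18 libraries, blebbistatin library 3 included. The ranges therefore do not show what the shared KDEL libraries alone would give. The inhibitors correlated at 0.60 without blebbistatin library 3, with a covariance of 0.10; no simulation was made without that library. All of these comparisons share the 3 untreated KDEL libraries.

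Of the miRNAs named by the study or by titles it cites, miR-155-5p, a regulator of inflammation, was not called in any comparison with all libraries kept. On the soft substrate it was at 1743 ± 839 in SUN1L cells and 2930 ± 604 in KDEL cells (limma, Benjamini-Hochberg adjusted p = 0.506), and on the stiff substrate at 5755 ± 958 and 5206 ± 1059. Between 308 and 1 kPa in SUN1L cells its log2 fold change was 1.85 ± 0.80 (SE, limma, unadjusted p = 0.0362, adjusted p = 0.111). Its value in blebbistatin library 3 was 355, and fits without that library are not given for it. miR-762 was listed at the floor of 1 in all 18 libraries, and miR-712 was not analysed here. The study's supplement marks miR-762 as up-regulated in SUN1L against KDEL cells on 1 kPa, which the deposited values do not show.

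The other lists passed no set test in the comparisons of SUN1L or rigidity with all libraries kept, and the calls below are those adjusted over a list alone (limma, Benjamini-Hochberg). On the soft substrate 1 of 11 neural markers was higher in SUN1L cells, and on the stiff one 1 of 5 liver and gut markers. Between 308 and 1 kPa in SUN1L cells, 2 of 4 members of miR-221 and miR-222, 1 of 8 of the miR-181 family, 1 of 15 of the miR-15/16 family, 1 of 6 epithelial markers, 1 of 4 muscle markers and 2 of 11 members of the miR-23/27/24 clusters were higher. The miR-34 family and p53 targets (10 measured members), the fibrosis and matrix list (32), the miR-130 and miR-301 family (8), the miR-199 and miR-214 cluster (6) and the Dlk1-Dio3 cluster (5) had 0 in these comparisons. The 2 measured blood markers, both higher on 308 kPa in SUN1L cells, the 2 endothelial markers and the 1 entry that overlaps ribosomal or transfer RNA were too few for a set test, and the Sfmbt2 intron cluster and the pluripotency clusters had 0 measured members. With blebbistatin 2 of 5 members of the Dlk1-Dio3 cluster were lower adjusted over the list alone, and between the inhibitors 6 of 6 members of the miR-199 and miR-214 cluster, whose set test did not pass (adjusted p = 0.0969); without blebbistatin library 3 these were 1 of 5 and 0 of 6. The muscle markers made up 0.0142% of the reads on average and 0.0784% in blebbistatin library 3.

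**Figure D3:**
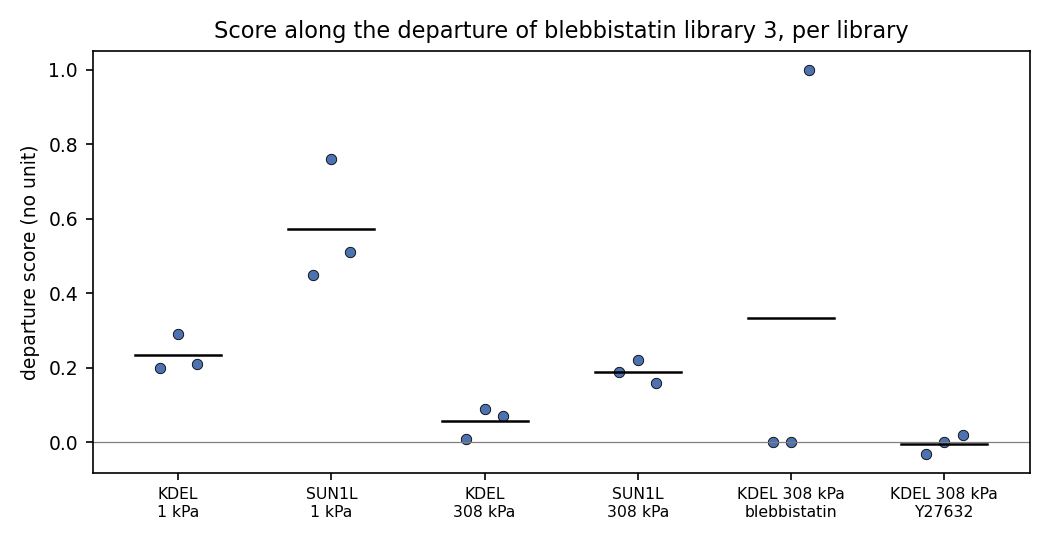
Score of each of the 18 libraries along the difference of blebbistatin library 3 from blebbistatin libraries 1 and 2 (vertical axis, no unit), grouped by cell line, substrate rigidity and inhibitor; points are libraries, black lines are group means and the grey line marks 0. SUN1L libraries on 1 kPa score 0.45 to 0.76 and KDEL libraries on 1 kPa 0.2 to 0.29.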

Values the study reported

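The study reported that the number of miRNAs changed by SUN1L was 4-fold larger on the soft substrate than on the stiff one. It called miRNAs at a fold change of 2 and a Benjamini-Hochberg corrected p of 0.05 from z-score calculations, after dropping those under 10 counts.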

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

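The tests of scaling for the lower miRNAs, of shared reads and of the cell lines for the X-linked miRNAs were chosen only after the result was seen, as were the relation to GC share on 308 kPa and the naming of miRNAs and lists without blebbistatin library 3.

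The SUN1L effect on miR-880-3p differed between the substrates by a test of the difference itself (2.22 on the log2 scale, higher on 308 kPa). Of 100 splits of the 12 libraries, the real one included, 2 gave as many called miRNAs as the real one (1). The highest count of another split was 2. This share of splits is under 0.05 with the spread of all 18 libraries. But the splits mixed lines and substrates, which moves the effects of both into the spread. The share therefore cannot decide whether the interaction is beyond chance. A fit of the 12 libraries alone gave 0 calls, and edgeR and DESeq2 gave the opposite sign. The X-linked germline list passed the set test of the interaction with an adjusted p = 0.00373 (limma camera, Benjamini-Hochberg), with a median 0.13 below that of all miRNAs. It did not pass without blebbistatin library 3 (adjusted p = 0.963, opposite direction) or with the most abundant arm only (adjusted p = 0.728).

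Blebbistatin library 3 lay apart from the other libraries. Its lower depth is argued against, since thinning libraries 1 and 2 to its reads left 0 of 262 miRNAs lower by 8-fold or more, against 102 by share of reads in library 3 itself. Its change against untreated KDEL cells correlated at -0.12 with that of libraries 1 and 2, where split controls gave -0.35 to 0.03. The large departure of library 3 was thus not shared by libraries 1 and 2. But the change of libraries 1 and 2 held 0 called miRNAs. The correlation therefore cannot decide on an effect of blebbistatin in library 3 alone. RNA from cells that lack the abundant miRNAs would lower them alike, but their log2 differences had an interquartile range of 3.97 over 151 miRNAs. This argues against such dilution alone. Other cell types that hold these miRNAs at unlike levels could also give a wide range, so they stay open. A loss of mature miRNAs by base content stays open, since the correlation with GC share was 0.21 (permutation p = 0.0021), over 217 of 263 miRNAs with a mean of 100 or more and a known sequence, a set chosen for coverage after only 68.6% of all 481 proved to have a sequence. The library number of blebbistatin library 3 also lies outside the stretch that all other libraries occupy, for a reason the labels do not give. Whether this bears on its profile was not tested.

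Without that library many miRNAs were lower in SUN1L cells on 1 kPa. Of the 179 lower calls 100 remained under median-of-ratios scaling, so the authors' scaling may account for part of the fall and cannot be told apart from a real change there. The departure seen in blebbistatin library 3 may also be present, since within this group library 2 differed from the other 2 libraries along the same miRNAs (r = 0.78). With the score as a covariate 0 of 179 calls remained, but the scores of SUN1L libraries (0.45 to 0.76) and KDEL libraries (0.2 to 0.29) do not overlap, so this covariate would also remove a real effect of SUN1L. A loss by base content stays open (correlation 0.18), as does an effect of SUN1L itself, and the same correlation for SUN1L against KDEL on 308 kPa, where no such fall was called, was 0.39.

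The X-linked germline miRNAs were higher in SUN1L cells. They passed the filter only through SUN1L libraries, so the number of members called is partly fixed by it. Reads shared between near-identical members are argued against as the whole cause, since at least 10 called members had different values on either substrate, and so is the authors' scaling, with a median log2 fold change of at least 2.79 under 2 other scalings. A difference between the 2 cell lines that does not come from the LINC complex cannot be told apart, because each construct was present in 1 line only, and all 12 tested members were called on both substrates. An effect of SUN1L itself stays open as a hypothesis; induction with and without doxycycline within the line would separate the 2.

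For the other contrasts 3 against 3 libraries make 10 splits, too few for a share under 0.05. The splits with as many calls, the real one included, were 1 for SUN1L on 1 kPa (real 13, highest other 0), 1 for SUN1L on 308 kPa (15 and 0), 10 for rigidity in KDEL cells (0 and 0), 1 for rigidity in SUN1L cells (20 and 0), 10 for blebbistatin (0 and 1), 10 for Y27632 (0 and 0) and 10 for blebbistatin against Y27632 (0 and 0).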

How the results depend on the processing

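The fits with 2 outlying libraries left out, with the departure score, with the 12 untreated libraries alone, with every deposited entry, with other scaling beside the run covariate, and with other scaling or edgeR once blebbistatin library 3 was out, are tests chosen after the data had been seen. The labels give no replicate numbers, and those used follow accession order and pair nothing. For the 12 untreated libraries they coincide with runs of library numbers; 17 of 18 pairs within a run had deviations correlated over 0.1, 12 of 12 in the contrasts of 2 groups (lowest 0.105), and 12 of 12 libraries correlated best with their own run, a hint from the data and not the design. The run was fitted as a covariate, as fixed before the data were examined, and with 1 library per group and run this equals a replicate block, with 231, 26, 98, 341 and 68 calls for SUN1L on 1 and 308 kPa, rigidity in KDEL and SUN1L cells, and the interaction. Named values kept their direction and side of the threshold in 1112 called cases, while 229 lost the call and 3 reversed; of those not called 1225 stayed, 97 became called and 62 moved. miR-880-3p reversed in the interaction with edgeR (-1.24), DESeq2 (-0.23) and edgeR without blebbistatin library 3 (-1.25). Low depth limits the X-linked miRNAs, with 0 to 3 reads in many KDEL groups. The causes were not tested except where fewer miRNAs or libraries entered the fit.

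Leaving out each library in turn gave 11 to 211 calls for SUN1L on 1 kPa, 12 to 18 for SUN1L on 308 kPa, 0 to 34 for rigidity in KDEL cells, 6 to 336 for rigidity in SUN1L cells, 1 to 4 for the interaction, 0 to 1 for blebbistatin, 0 to 0 for Y27632, 0 to 295 between the inhibitors, a ratio of 0.733 to 10.4, an overlap of 0 to 0 and 11 to 21 passing list tests (15 with all libraries). For SUN1L on 1 kPa (13) other values were 1 with a stricter filter, 26 with quantile scaling, 90 with only the groups compared, 176 with array weights, 37 with DESeq2, 231 with the library-number run as covariate, 158 with 2 outlying libraries out, 185 with median-of-ratios scaling and 166 with edgeR without blebbistatin library 3, and 189 with the 12 untreated libraries. For SUN1L on 308 kPa (15) they were 1 (stricter filter), 53 (array weights), 26 (run), 26 (2 libraries out) and 78 (departure score). For rigidity in KDEL cells (0) they were 120 (own groups), 226 (array weights), 98 (run), 176 (2 out), 13 (median-of-ratios) and 12 (edgeR) without blebbistatin library 3, 1 (12 untreated) and 1 (score). For rigidity in SUN1L cells (20) they were 2 (stricter), 12 (median-of-ratios), 33 (quantile), 278 (own groups), 313 (array weights), 13 (no trend, robust), 10 (edgeR), 110 (DESeq2), 341 (run), 288 (2 out), 244 and 2.2e2 (median-of-ratios and edgeR without blebbistatin library 3), 322 (12 untreated) and 0 (score). For the interaction (1) they were 4 (pseudocount 5), 5 (no filter), 68 (array weights), 68 (run), 6 (every entry), 26 (2 out) and 0 with the stricter filter, median-of-ratios, quantile, own groups, edgeR, DESeq2, the 12 untreated, the score, and median-of-ratios or edgeR without blebbistatin library 3. Blebbistatin (0) gave 1 (no filter), 23 (array weights), 30 (DESeq2) and 1 (2 out), Y27632 (0) gave 9 (own groups), 201 (array weights) and 43 (2 out), and blebbistatin against Y27632 (0) gave 1 (no filter), 79 (array weights), 48 (DESeq2) and 18 (score). The ratio (0.867) was 2.08 (quantile), 4.29 (own groups), 3.87 (array weights), 1.9 (DESeq2), 7.62 (run), 4.58 (2 out), 6.27 and 5.68 (median-of-ratios and edgeR without blebbistatin library 3), 9.94 (12 untreated) and 0.22 (score). The overlap of SUN1L was 2 with blebbistatin and 14 with Y27632 under array weights, and 1 each with 2 libraries out. Passing list tests were 4 with an estimated correlation, 9 with the most abundant arm only, 6 with the stricter filter and 24 with 2 libraries out. With median-of-ratios and quantile scaling beside the run covariate, values were 216 and 209 for SUN1L on 1 kPa, 32 (median-of-ratios) for SUN1L on 308 kPa, 35 and 22 for rigidity in KDEL cells, 287 and 274 in SUN1L cells, 0 and 0 for the interaction, 4.9 and 6.33 for the ratio, and 9 and 9 for list tests, of 5 contrasts.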

Other observations

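The tests of the X-linked members with too few reads, of miR-5099 and of the runs of library numbers were chosen after the data had been seen.

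Of the 40 X-linked germline names in the table, the 12 tested ones included, 29 had a read in some library, and 16 of the 16 untested ones with a read in the untreated libraries had more reads in SUN1L than in KDEL cells. miR-5099, an entry that overlaps ribosomal or transfer RNA, was at 183 ± 34.4 in SUN1L cells on 1 kPa and 79.9 ± 22.4 on 308 kPa, and at 326 in blebbistatin library 3 against a mean of 46.8 in libraries 1 and 2.

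Among the 12 untreated libraries, deviations from the group mean correlated at 0.31 on average within runs of consecutive library numbers (0.0971 to 0.54) and at -0.16 between runs. The labels do not say that these runs are batches.

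The ratio of the number of miRNAs changed by SUN1L on the soft substrate to that on the stiff one was 0.867. That is lower than the value quoted from the study above. The study estimated its p-values by z-score calculations, whereas limma used the spread between replicate libraries. The ratios therefore rest on unlike tests. Without blebbistatin library 3 the ratio was 10.4, which is higher. Among the other settings it was 0.22 with the score toward blebbistatin library 3 as covariate, 3.87 with array weights, 4.29 with only the groups compared and 9.94 with the 12 untreated libraries, so its place above or below the quoted value depends on the setting.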
